A study of Mus musculus with 3 samples.

How the data were processed

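Single-cell RNA sequencing of dissociated mouse corneas was analysed in 3 libraries, 1 per group. Per the labels, the mice were male C57BL/6 of postnatal day 42 to 56, whole corneas with their scleral rims were digested with dispase, collagenase and trypsin, and cells were loaded on a droplet platform that tags each captured RNA with a unique molecular identifier (UMI). Groups were taken from the treatment label: no suture, suture with topical PBS, and suture with topical 10 µM duloxetine, all harvested at day 10. Per the labels, the no suture group received no drops, so the contrast of suture PBS with no suture covers suture and PBS drops together.

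The authors deposited a matrix of UMI counts per gene and cell barcode for each library, written by Cell Ranger 7.0.1 per the file headers. These counts are whole numbers without normalization. The reference, its build, the annotation and the way barcodes were selected are not stated, and the lowest barcode in each library holds 500 or 501 UMIs. Because the build is not stated, no genomic positions are given. The matrices list 32285 gene identifiers, and identifiers that share a symbol were summed, which affected 38 symbols and left 32245. No deposited cell annotation was used here.

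Cells were retained with at least 500 genes, at least 1000 UMIs and at most 15% mitochondrial UMIs. Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked 5 cells, or 0.0366% of those that passed the filters, and was taken not to have worked. The highest scores were removed instead, up to an expected rate of 0.8% per 1000 cells, 510 cells in all. Counts were scaled to 10000 per cell and log-transformed. Of the resulting genes, 2000 variable ones without preset panel, mitochondrial, ribosomal protein and haemoglobin genes gave 30 principal components. A shared-neighbour graph over 20 neighbours was clustered with leidenalg 0.10.2 at resolution 1.0, giving 26 clusters, and epithelial-like cells were clustered again at resolution 0.5. Other tools were numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, igraph 0.11.9, scikit-learn 1.9.0 and matplotlib 3.10.9 under python 3.11.15.

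Clusters were called X-like from marker lists fixed before the data were examined. The scoring was set afterwards. A non-epithelial name needed at least 3 markers above the other cells and in at least 10% of the cluster's cells, and a mean marker log2 fold of at least 2, computed on CPM plus 5. A remaining cluster was epithelial-like with at least 3 epithelial markers in 10% of its cells and a mean log2 fold of at least -1. Clusters with few UMIs and no own marker among their top 10 genes, with leading genes of another class, or with markers of 2 classes stayed unnamed. The rule for removing doublets by rank, the Krt12 limit of 1000 CPM per cell, the choice of genes for thinned shares, and the gene lists and limits of the closing tests were also set after the data were seen.

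With 1 library per group no test across samples exists, so no p-value is given and cells are not treated as replicates. UMIs were summed per library and class and expressed as CPM, the share of the UMI total of that library and class on the usual CPM scale. Sums carry exact Poisson 95% intervals, log2 ratios the exact conditional interval, and shares exact Clopper-Pearson 95% intervals. Intervals of panel medians and of makeup differences come from 2000 simulated draws. All of these cover counting error only. A count of 0 was set against 3 counts. Each panel median was placed among 10000 random gene lists of the same size matched on mean expression, as a description of these libraries. For shares of cells with a UMI and of cycling cells, each cell was thinned to 4000 UMIs and shallower cells were left out.

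Named genes followed a rule fixed before the data were examined: preset panel genes with at least 50 UMIs in 1 of the libraries compared, and per class and contrast the 5 largest rises and 5 largest falls among genes with at least 200 UMIs in at least 10% of cells of 1 library. Mitochondrial, ribosomal protein, haemoglobin and marker genes were left out of the ranking, and classes needed at least 100 cells in both libraries. Stromal-like and macrophage or monocyte-like cells did not reach that number, so their panels are not reported. The single-gene values of 1 preset gene are not reported here.

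The ratio and list steps were tested on simulated counts drawn from the epithelial-like sums, with 200 genes changed by known amounts. For suture PBS over no suture, 200 of the 200 directions were recovered over 10492 genes and the intervals covered 94.5% of the true values. For suture duloxetine over suture PBS the figures were 200 of 200 over 10526 genes and 93.5%. The simulated changes were larger than most log2 ratios of that contrast. Counts were drawn with counting error only, so the coverage follows largely by construction. Small changes and spread between cells or animals were not simulated. Alternatives covered cell filters, doublets, clustering resolution, centring of genes per library, scaling, the weight of cells, subtraction of an assumed 5% of free RNA, gene minimums and thinning depth.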

Results

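Corneas were profiled by droplet single-cell RNA sequencing in 3 groups with 1 library each: no suture, suture with PBS drops, and suture with duloxetine drops. Corneal suturing is a model of injury that draws blood vessels into the cornea, and duloxetine is an inhibitor of serotonin and noradrenaline reuptake. The series title names perturbed epithelial and limbal stem cell identity in corneal neovascularization as its subject. The no suture library held 4874 barcodes and 65553225 UMIs, suture PBS 4591 barcodes and 67210924 UMIs, and suture duloxetine 6652 barcodes and 70437820 UMIs. Median UMIs per barcode were 11446, 8795 and 7327, and the median mitochondrial share was 1.83%, 3.62% and 3.89% in the same order. After filtering, 4187, 3715 and 5264 cells were retained. No group had a replicate library, so no difference below could be set against a spread between animals, and all intervals cover counting error only.

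The first comparison asked which cells each library held. Epithelial-like cells made up 99.4% of retained cells without suture (95% interval 99.1 to 99.6), 73.4% in suture PBS (72.0 to 74.8) and 80.5% in suture duloxetine (79.4 to 81.5). Of all alternatives, clustering at resolution 2.0 moved the suture PBS share most, to 58.4%. Named non-epithelial cells made up 0.478% (20 cells), 20.5% (762 cells) and 12.5% (656 cells). Cells in clusters left unnamed by thresholds set after the data were seen made up 0.167%, 6.06% and 7.09%.

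Pericyte or smooth muscle-like cells accounted for 0.143% of cells without suture, 6.73% in suture PBS (5.94 to 7.58) and 3.51% in suture duloxetine (3.03 to 4.05). Vascular endothelial-like cells accounted for 0.0717%, 3.45% (2.88 to 4.08) and 2.01% (1.65 to 2.43), and Schwann-like cells for 0.167%, 4.90% (4.23 to 5.64) and 2.87% (2.43 to 3.36). Over all barcodes, vascular endothelial markers went the other way, from 104.3 CPM (101.9 to 106.8) in suture PBS to 125.4 CPM (122.8 to 128.0) in suture duloxetine. No order of the sutured libraries was therefore read for this class. Pericyte or smooth muscle markers fell from 239.8 to 158.9 CPM and Schwann markers from 195.9 to 157.9 CPM. Neutrophil-like cells numbered 1, 110 and 39, or 0.0239%, 2.96% and 0.741%. They had a median of 1801 UMIs in suture PBS and 1333 in suture duloxetine, near the minimum of 1000, and no cluster was named neutrophil-like under 4 of the alternatives. The macrophage or monocyte-like shares of the sutured libraries, 1.86% (1.45 to 2.34) and 1.61% (1.29 to 1.99), overlapped in their counting intervals. The lymphoid-like shares, 0.511% (0.308 to 0.798) and 0.323% (0.188 to 0.517), overlapped too. Stromal-like cells were 0 of 4187 without suture, where the 3 counts set against a count of 0 give 0.0717% and the exact interval reaches 0.0881%. They were 0.108% in suture PBS and 1.39% in suture duloxetine.

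**Figure D1:**
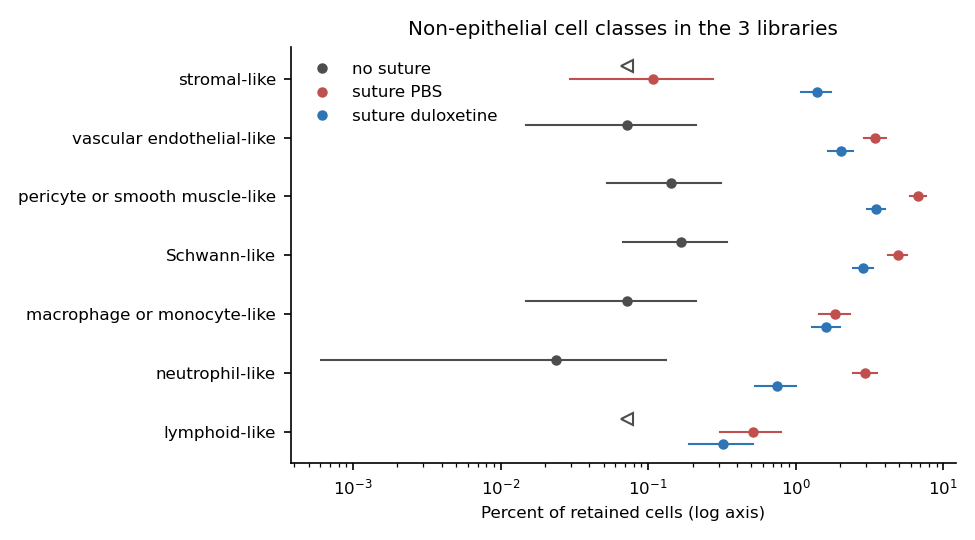
Share of retained cells in each non-epithelial class (percent, log axis) in the 3 libraries; points are shares, lines are exact 95% binomial intervals for counting error, and open triangles mark the limit that 0 cells allow. Vascular endothelial-like cells sit at 0.0717%, 3.45% and 2.01%.

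The next comparison asked what suture with PBS drops went with in epithelial-like cells, which numbered 4160 without suture and 2728 in suture PBS. The median log2 ratio of the corneal identity panel, suture PBS over no suture, was -2.98 (-3.07 to -2.90) over 10 genes, below all 10000 matched lists. Median-of-ratios scaling raised every log2 ratio of this contrast by 0.19 and gave -2.79 for this panel. The median over 11652 genes was -0.20. Krt12 (ENSMUSG00000020912), a keratin of corneal epithelium, fell from 36762 CPM (36714 to 36811) to 156.2 CPM (153.0 to 159.6), a log2 ratio of -7.88. Slurp1 (ENSMUSG00000022596) fell from 3941 to 12.6 CPM, Tkt from 4638 to 199.5 CPM, Aldh3a1 from 9465 to 980.7 CPM and Pax6 from 419.6 to 156.2 CPM, with log2 ratios of -8.29, -4.54, -3.27 and -1.43. Of the 10 genes, 2 were higher, with Clu at 179.4 and 241.9 CPM, and Klf4, with a log2 ratio of -0.09, turned higher when the scaling shift of 0.19 was added.

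The conjunctival panel had a median log2 ratio of 3.601 (3.55 to 3.64) and the wound and cornification panel 3.36 (3.33 to 3.38), both above all matched lists. Krt13 (ENSMUSG00000044041) rose from 1156 to 10036 CPM, Krt4 from 61.0 to 4142 CPM and Krt16 from 266.5 to 3486 CPM. The limbal progenitor panel had a median of 1.49 (1.46 to 1.53), but its members moved apart. Krt15 rose from 3020 to 17724 CPM, Krt14 (ENSMUSG00000045545) from 304.8 to 4179 CPM and Gpha2 from 43.5 to 186.3 CPM, while Trp63 fell from 167.7 to 46.3 CPM and Abcg2 from 20.9 to 0.930 CPM. Abcb5 rose from 8 UMIs to 1380. Medians were 4.76 (4.36 to 4.87) for the inflammatory panel, 2.21 (1.84 to 2.56) for the angiogenic panel and 3.61 (3.12 to 4.27) for the 5 monoamine target genes with enough UMIs. The metalloprotease median was 4.61 (4.16 to 4.86), the ratio of its middle gene, Mmp12, whose 0 UMIs without suture were set at 3, against 68 in suture PBS. Subtracting 5% free RNA lowered the inflammatory median to 3.64. Cxcl10 rose from 5.50 to 149.4 CPM and Vegfa from 7.48 to 44.6 CPM. At 4000 UMIs per cell neither was in a larger share of epithelial-like than of pericyte, vascular endothelial and Schwann-like cells of suture PBS. Whether the latter cells express either gene was not tested, so these shares do not decide on free RNA.

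**Figure D2:**
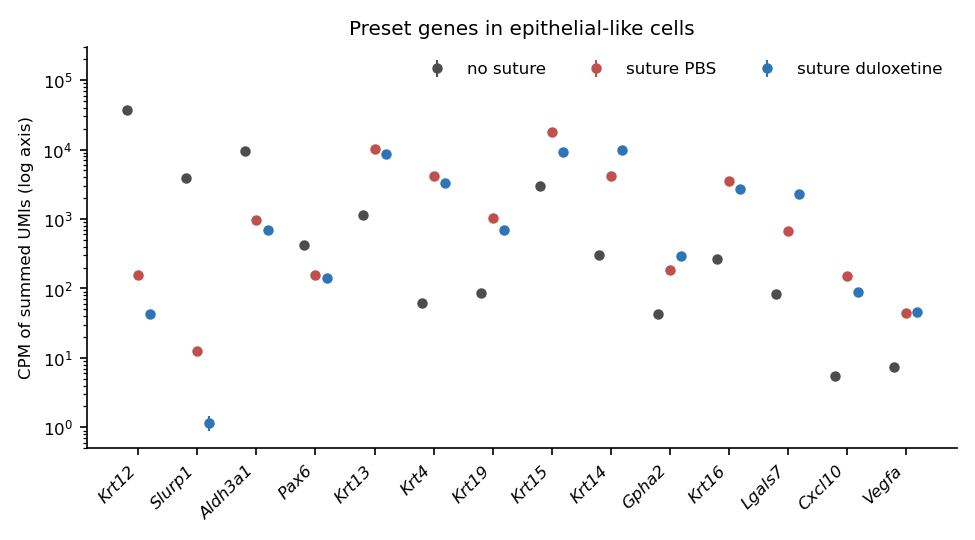
Summed UMIs of preset genes in epithelial-like cells as CPM (log axis), 1 point per library with exact 95% Poisson intervals for counting error, most of them smaller than the point. Krt12 lies at 36762, 156.2 and 42.6 CPM without suture, with suture and PBS, and with suture and duloxetine.

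Among ranked genes, the 5 largest rises were Esp6 (12 UMIs without suture, 104731 in suture PBS), Gm44501 (1 and 4898), Igfbp3 (5 and 7007), Ltf (1 and 2240) and Dynap (8 and 3944). The 5 largest falls were Spink7 (4548 and 0 UMIs), Wnt2 (1244 and 2), Slurp1, Gkn1 (1226 and 4) and Krt12.

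The loss of Krt12 also showed per cell. At 4000 UMIs per cell, 99.97% of epithelial-like cells held a Krt12 UMI without suture, 5.11% (4.27 to 6.05) in suture PBS and 5.64% (4.90 to 6.46) in suture duloxetine. Unthinned shares were 100%, 10.9% and 13.5%. The pericyte, vascular endothelial and Schwann-like cells of the sutured libraries gave 0.473% and 0.362% at the same depth, and median UMIs before thinning were 16002 in epithelial-like and 6877 in these cells of suture PBS, and 10404 and 4669 in suture duloxetine. Thinning left out 499, 280 and 708 epithelial-like cells. The slightly higher share in suture duloxetine went against its lower CPM, so no order was read from it. Cells above 1000 Krt12 CPM numbered 4107 of 4160, 77 of 2728 and 31 of 4235, and the top 27 cells of suture PBS held 73.5% of its Krt12 UMIs. At 4000 UMIs, Vegfa and Cxcl10 were in no larger share of sutured epithelial-like cells than of the pericyte, vascular endothelial and Schwann-like cells. For Vegfa in suture PBS the shares were 17.6% against 21.04%. The latter cells may express both genes themselves, so this comparison cannot decide on free RNA. Both genes differed between subclusters of suture PBS epithelial-like cells: Vegfa stood at 7.34 CPM (4.49 to 11.3) in subcluster 7 and 72.8 CPM (65.9 to 80.2) in subcluster 2, and Cxcl10 at 8.81 CPM (5.65 to 13.1) in subcluster 7 and 617.5 CPM (574.8 to 662.6) in subcluster 10. Subclusters 7 and 2 had similar median depth, 7700 and 6907 UMIs, and Cxcl10 stood at 63.9 CPM in subcluster 2. Free RNA spread evenly over droplets would not differ so, which argues against it as the whole source of either gene in suture PBS. At 8000 UMIs the shares of epithelial-like cells were above those of the same other classes in suture duloxetine, where 66 cells of the latter were left. They were 28.3% (26.6 to 30.0) against 21.2% (12.1 to 33.0) for Vegfa and 14.1% (12.8 to 15.4) against 7.58% (2.51 to 16.8) for Cxcl10, with overlapping intervals. In suture PBS they were below at that depth, at 28.4% against 34.9% for Vegfa and 22.8% against 25.5% for Cxcl10. Those intervals overlapped too. Unthinned shares for Vegfa in suture PBS were 46.8% and 27.7%, at unequal depths.

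The comparison of suture duloxetine with suture PBS asked what the drug went with in sutured corneas. Differences were smaller: the SD across 11652 genes of log2 ratios in epithelial-like cells was 0.379, against 1.57 for suture PBS over no suture. The corneal identity panel had a median log2 ratio of -0.15 (-0.18 to -0.09), at percentile 2.62 of matched lists. Krt12 fell from 156.2 to 42.6 CPM and Slurp1 from 12.6 to 1.15 CPM, while Pax6 was 156.2 and 142.9 CPM and Tkt 199.5 and 259.9 CPM. The limbal progenitor median was 0.21 (0.16 to 0.25), with Krt14 rising from 4179 to 9950 CPM, Gpha2 from 186.3 to 291.8 CPM, Krt15 falling from 17724 to 9217 CPM and Abcb5 from 24.7 to 8.61 CPM. Medians were -0.25 for the conjunctival panel, -0.10 (-0.11 to 0.07) for the wound and cornification panel and 0.36 (0.25 to 0.53) for the angiogenic panel, in which Vegfa was 44.6 (42.9 to 46.4) and 46.2 (44.4 to 48.0) CPM. The metalloprotease median was 0.23 and that of the monoamine targets 0.13 (-0.06 to 0.30). Median-of-ratios scaling lowered every log2 ratio of this contrast, by -0.07.

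The inflammatory panel had a median log2 ratio of -0.24 (-0.34 to -0.05), at percentile 0.01 of matched lists, with 8 genes lower and 6 higher, of which Ccl20, at 0.02, lay within that shift. Il1a fell from 61.3 to 30.8 CPM, Cxcl10 from 149.4 to 88.4 CPM and Il1b from 3.06 to 1.45 CPM. Cxcl1 and Cxcl2 had log2 ratios of 0.27 and 0.39 from summed UMIs, and -0.11 and -0.12 when each cell had equal weight. Ccl2 rose from 25 to 496 UMIs, or 0.447 to 8.79 CPM, and stood at 150.01 CPM in the 73 stromal-like cells of that library. Of the monoamine targets, the serotonin transporter gene Slc6a4 was at 0.415 CPM without suture, 5.08 (4.51 to 5.71) in suture PBS and 6.08 (5.45 to 6.76) in suture duloxetine.

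**Figure D3:**
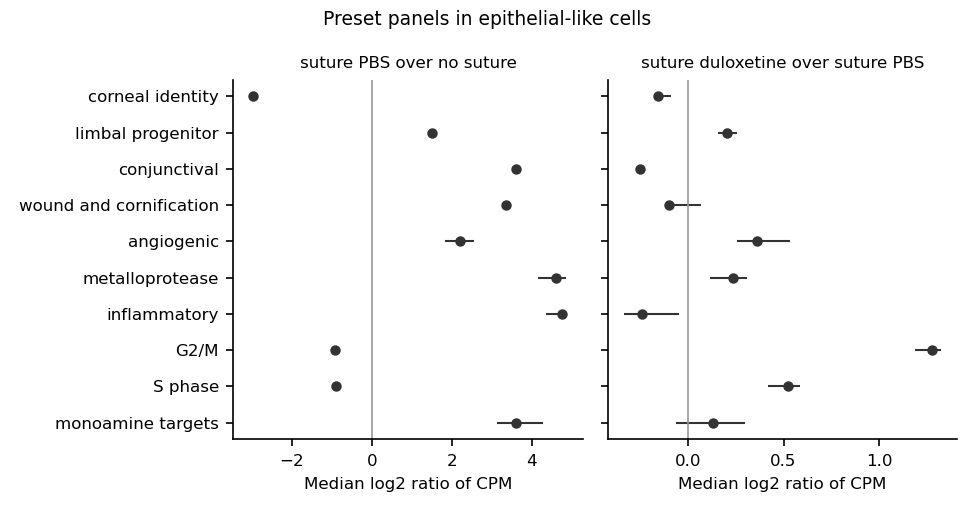
Median log2 ratio of CPM for each preset panel in epithelial-like cells, for suture PBS over no suture (left) and suture duloxetine over suture PBS (right); lines are 95% intervals from simulated counting error, and the horizontal scales differ. The G2/M panel lies at -0.92 on the left and 1.28 on the right.

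All 14 G2/M genes were higher in suture duloxetine than in suture PBS, with a median log2 ratio of 1.28 (1.19 to 1.32), and so were all 14 S phase genes, with a median of 0.52, although Mcm4, at 0.06, lay within the scaling shift and turned lower with equal weight per cell. Against no suture, suture PBS had a G2/M median of -0.92 and an S phase median of -0.90. Cells with at least 2 G2/M UMIs at 4000 UMIs made up 11.3% (10.3 to 12.4) of epithelial-like cells without suture, 12.1% (10.9 to 13.5) in suture PBS and 19.5% (18.2 to 20.8) in suture duloxetine. Unthinned shares were 21.4%, 30.5% and 32.4%. The share in suture PBS did not follow its lower CPM, and no order against no suture was read from it. Cells with at least 2 S phase UMIs at 4000 UMIs made up 17.7% (16.5 to 19.0), 14.8% (13.4 to 16.3) and 18.4% (17.1 to 19.7) in the same order, so that no suture and suture duloxetine overlapped. Unthinned, these were 49.4%, 56.9% and 48.2%, with suture duloxetine lowest.

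The largest rises under duloxetine were Wfdc18 (14.1 to 107.4 CPM), Sprr2a3 (13.5 to 72.9), Krtdap (8.12 to 43.5), Crabp2 (47.7 to 210.0) and Chrna9 (3.70 to 14.98 CPM). The largest falls were Krt12, Ocm (73.1 to 20.5 CPM), Adh6a (76.6 to 22.2), Ifit1bl1 (90.3 to 27.1) and Mgarp (50.7 to 15.7 CPM). The Krt12 fall was uneven: subcluster 7 held 5101 of the 8732 suture PBS UMIs, and Krt12 went there from 1873 to 100.9 CPM. It also fell in subcluster 6, from 230.9 to 34.8 CPM, and slightly in subcluster 5, from 91.5 to 81.5 CPM. In subclusters 2 and 3 it was higher under duloxetine, at 62.9 and 69.9 CPM and at 7.82 and 15.9 CPM. In vascular endothelial-like cells, Col13a1 rose from 89.0 to 320.9 CPM and Slc7a11 from 132.7 to 383.5 CPM. The largest falls there, Pglyrp1 from 368.9 to 40.1 CPM and Krt16 from 240.3 to 35.2 CPM, were of genes at 3778 and 3486 CPM in epithelial-like cells of suture PBS. In pericyte or smooth muscle-like cells Rgs6 rose from 102.6 to 331.2 CPM and Gm41609 fell from 355.8 to 115.5 CPM. In Schwann-like cells Ctnna3 rose from 265.4 to 456.4 CPM and Apod fell from 908.8 to 401.0 CPM.

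Across 11652 genes the log2 ratios of the 2 contrasts had a Pearson r of -0.0872 and a Spearman rho of -0.117. Genes are not independent replicates, and suture PBS enters both ratios. With a separate random set of suture PBS cells in each ratio, the mean r over 20 draws was -0.0550, ranging from -0.0822 to -0.0333. Simulated libraries in which duloxetine changed nothing gave 0.0341 (0.00619 to 0.0780) with separate suture PBS UMIs in each ratio. With suture PBS in both ratios, as in the first r, they gave -0.0356, and libraries all drawn from 1 profile gave -0.512.

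Epithelial-like cells fell into 12 subclusters when clustered without the panel genes. No suture cells and sutured cells hardly mixed: 82 of 4160 no suture cells lay in the 7 subclusters held mostly by sutured cells, and 5 of 6963 sutured cells in the other 5. The makeup of suture PBS and no suture differed by 97.8% of cells, and that of suture duloxetine and suture PBS by 35.7% (33.6 to 37.8), or 21.9% with genes centred per library. Subcluster 6 held 2.42% of suture PBS and 24.5% of suture duloxetine cells, and subcluster 9 held 0.257% and 9.52%. Group and library cannot be separated in these values.

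**Figure D4:**
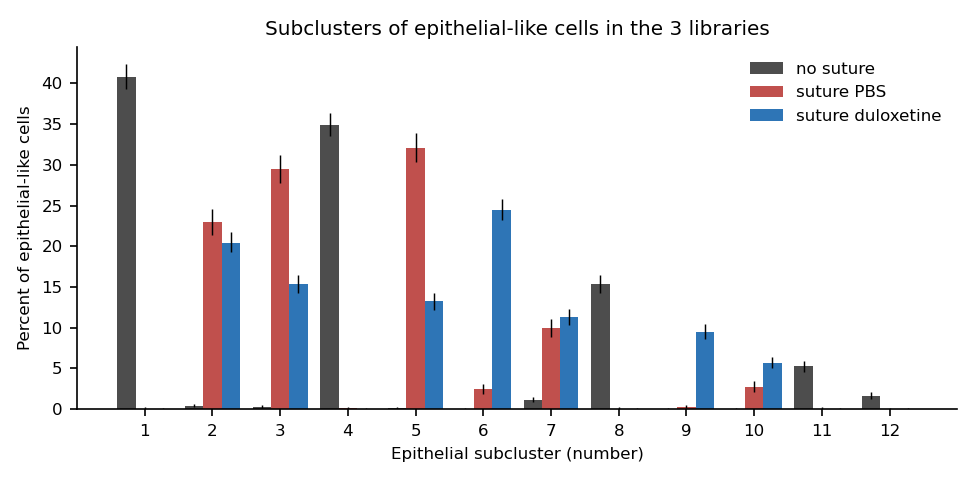
Percent of epithelial-like cells of each library in the 12 numbered subclusters; bars start at 0 and lines are exact 95% binomial intervals for counting error. Subclusters 1 and 4 hold 40.8% and 35.0% of no suture cells, and subcluster 6 holds 24.5% of suture duloxetine cells.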

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

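The tests in this part were chosen after the results were seen. Each gene below moved in opposite directions between suture PBS and suture duloxetine in epithelial-like cells and in another class, beyond counting error in both. The difference between the classes was not tested, since each class had 1 library per group. Apart from the other weightings given below, no technical or biological explanation was tested for single genes.

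In vascular endothelial-like cells, 5 preset genes were lower under duloxetine while higher in epithelial-like cells. The log2 ratio was lower than in epithelial-like cells by a difference of -1.04 for Cxcl1, -1.81 for Cxcl2, -0.93 for Ifitm3, -1.10 for Mt1 and -0.98 for Txnip. Cxcl1 went from 240.3 to 140.9 CPM in vascular endothelial-like cells and from 54.1 to 65.5 CPM in epithelial-like cells. Mt1 went from 96.3 to 57.7 CPM in vascular endothelial-like cells, against 686.5 CPM in epithelial-like cells of suture PBS. The largest falls in vascular endothelial-like cells, such as Krt16, were also of genes high in epithelial-like cells. Less free RNA from epithelial cells under duloxetine therefore remains open for the fall of Mt1. With each epithelial-like cell given equal weight, Cxcl1 and Cxcl2 were lower there too, at -0.11 and -0.12, so the opposite direction of these 2 genes depends on how cells are weighted. With duloxetine subclusters weighted as in suture PBS, over 6 subclusters, the log2 ratio of Ifitm3 in epithelial-like cells went from 0.58 to -0.11. The opposite direction of Ifitm3, here and in pericyte or smooth muscle-like cells, thus depends on how subclusters are weighted.

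In pericyte or smooth muscle-like cells the differences were -0.52 for Cd63, 2.98 for Cxcl5, -0.52 for Flt1, -1.22 for Ifitm3, 0.47 for Klf4, -0.74 for Mt1, -1.07 for Mt2 and -1.04 for Sparc. Without a UMI minimum, Flt1 was slightly lower in epithelial-like cells too. Mt2 stood at 109.8 CPM in pericyte or smooth muscle-like and 401.3 CPM in epithelial-like cells of suture PBS, so free RNA remains open for Mt2. Cxcl5 rose from 35.9 to 149.2 CPM in pericyte or smooth muscle-like cells and fell from 19.0 to 10.0 CPM in epithelial-like cells. In Schwann-like cells they were -1.01 for Cxcl1, -2.51 for Fn1, on 77 and 9 UMIs, and 1.27 for Krt6a. Krt6a stood at 3711 CPM in epithelial-like cells and 51.5 to 112.5 CPM in Schwann-like cells, so free RNA from epithelial cells remains open for it.

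Among barcodes removed by the filters, 3.88% (2.70 to 5.38) of those in suture PBS held at least 2 UMIs of neutrophil markers, against 0 of 687 in no suture, a signal in data left out of the comparisons. In suture duloxetine the figure was 0.793% (0.396 to 1.41). The count used 5 of the 7 preset markers. The other 2 were left out because epithelial-like cells hold them: with all 7, 35.3% of no suture barcodes passed, which made a first version of this test uninformative. The UMI minimum may remove neutrophils, but its role in their lower number under duloxetine was argued against: over all barcodes the share was 3.398% (2.89 to 3.96) in suture PBS and 0.631% (0.455 to 0.853) in suture duloxetine. Whether the drug, the animal or the dissociation lay behind this was not tested.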

How the results depend on the processing

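Scrublet's automatic threshold and the limbal panel without its stress-responsive members were chosen after seeing the data, and the other alternatives before the data were examined. Of the class shares, panel medians, shared-gene counts, cycling and Krt12 shares, correlation and makeup differences, 372 values under an alternative stayed within counting error, 83 moved and 2 reversed. Of 1440 log2 ratios of single genes named for epithelial-like cells, 1075 stayed, 351 moved and 14 reversed. The cause was not tested unless stated.

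The share of epithelial-like cells, no suture (percent), was 82.8 without a UMI minimum, 99.9 with the stricter filter of 1000 genes and 3000 UMIs, 92.2 at resolution 2.0 and 90.7 with genes centred per library. The share of epithelial-like cells, suture PBS (percent), was 80.6 with the stricter filter, 79.5 at resolution 0.5 and 58.4 at resolution 2.0. The share of epithelial-like cells, suture duloxetine (percent), was 75.0 without a UMI minimum, 87.0 with the stricter filter, 83.3 with Scrublet calls kept, 78.9 with the automatic threshold, 87.0 at resolution 0.5 and 68.2 at resolution 2.0.

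In suture duloxetine, stromal-like cells were 2.22% with Scrublet calls kept and 2.22% with the automatic threshold, and Schwann-like cells 2.31% with the stricter filter. Lymphoid-like shares were 0% in both sutured libraries with the stricter filter. Neutrophil-like shares were 0% in both under both filters, with Scrublet calls kept and with the automatic threshold, so the class itself depends on these choices.

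Median-of-ratios scaling moved medians by construction, by 0.19 and -0.07. It gave a median log2 ratio of the corneal identity panel, suture PBS over no suture, of -2.79, and a median log2 ratio of the S phase panel, suture PBS over no suture, of -0.70. For that contrast it also gave 1.68 (limbal), 3.79 (conjunctival), 3.55 (wound and cornification) and -0.73 (G2/M), and for duloxetine over PBS -0.23 (corneal), 0.13 (limbal) and -0.32 (conjunctival). The log2 ratio of Vegfa, suture duloxetine over suture PBS, reversed to -0.0255, the log2 ratio of Mcm4, suture duloxetine over suture PBS, to -0.0176, and the log2 ratio of Ccl20, suture duloxetine over suture PBS, to -0.0533. The log2 ratio of Klf4, suture PBS over no suture, reversed to 0.0986, and the log2 ratio of Txnip, suture PBS over no suture, to 0.0235.

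Equal weight per cell gave, for PBS over no suture, 1.43 (limbal), 3.33 (conjunctival), 3.42 (wound and cornification) and -0.73 (G2/M), and for duloxetine over PBS 0.15 (limbal), 0.93 (G2/M) and 0.35 (S phase). The median log2 ratio of the metalloprotease panel, suture duloxetine over suture PBS, was 0.0722. The correlation across genes of the 2 contrasts (Pearson r) was -0.125. The median log2 ratio of the monoamine targets panel, suture duloxetine over suture PBS, reversed to -0.0511, as did Cxcl2 (-0.12), Cxcl1 (-0.11) and Adra1b (-0.0511). The log2 ratio of Igfbp3, suture duloxetine over suture PBS, reversed to -0.0642, and the log2 ratio of Mcm4, suture duloxetine over suture PBS, to -0.00366. At resolution 0.5 the monoamine median reversed to -0.0235.

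At resolution 2.0, the median log2 ratio of the G2/M panel, suture duloxetine over suture PBS, was 1.40, and that of the S phase panel 0.68. For PBS over no suture the medians were 3.73 (conjunctival), 3.55 (metalloprotease) and -1.03 (G2/M), and the median log2 ratio of the wound and cornification panel, suture PBS over no suture, was 3.403. The log2 ratio of Krt17, suture duloxetine over suture PBS, reversed to 0.0277, that of Ppp1r3c to 0.22 and the log2 ratio of Ccl20, suture duloxetine over suture PBS, to -0.498. With genes centred per library, the limbal and conjunctival medians for PBS over no suture were 1.63 and 4.16, and makeup differences were 99.3% for PBS over no suture and 21.9% for duloxetine over PBS.

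The conjunctival median for PBS over no suture was 3.65 with Scrublet calls kept and 3.66 with the automatic threshold. Without a UMI minimum the conjunctival median for duloxetine over PBS was -0.24 and the metalloprotease median for PBS over no suture 4.11, and the log2 ratio of Flt1, suture duloxetine over suture PBS, reversed to -0.00609. Without the stress-responsive members the limbal medians were 2.55 and 0.30. Over all detected genes, the median log2 ratio of the inflammatory panel, suture PBS over no suture, was 3.95, and that of the metalloprotease and monoamine panels 2.60 and 2.35, while the angiogenic median for duloxetine over PBS was 0.65. Subtracting 5% free RNA gave an inflammatory median of 3.64.

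At a minimum of 1000 UMIs, 0, 0 and 1 of the 10 largest changes under duloxetine were shared in vascular endothelial-like, pericyte or smooth muscle-like and Schwann-like cells, by construction, since few genes of these small classes reach it. G2/M cycling shares in no suture, suture PBS and suture duloxetine were 8.50%, 7.68% and 12.9% at 2000 UMIs, 15.2%, 17.6% and 27.5% at 8000 UMIs, and 7.27%, 6.54% and 11.6% with at least 4 UMIs. Suture duloxetine was highest in each of these G2/M shares. S phase shares did not keep that order in every setting: they were 6.01%, 2.33% and 3.23% with at least 4 UMIs at 4000, and 8.91%, 6.04% and 8.30% with at least 2 at 2000. At 8000 UMIs suture duloxetine was highest. There the S phase shares were 34.2% (32.5 to 35.9), 31.1% and 38.5% (36.7 to 40.4) with at least 2 UMIs. With at least 4 they were 12.5%, 8.48% and 12.8%, where no suture and suture duloxetine overlapped. Krt12 shares were 99.6% in no suture, 4.40% (3.65 to 5.24) in suture PBS and 3.27% (2.74 to 3.86) in suture duloxetine at 2000 UMIs. They were 6.14% in suture PBS and 10.7% in suture duloxetine at 8000, and 10.9% and 13.5% unthinned. The order of the sutured libraries at 2000 UMIs was thus the reverse of that at the other depths. Depth limits the small classes most: the no suture library held 20 named non-epithelial cells, so no gene was compared in them.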

Other observations

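All tests in this part were chosen after the results they bear on were seen, and the limits that decide them were set then too. The doublet, dissociation, cell filter and Slc6a4 tests, the test of other regions for Krt12, and those within subcluster 7 were also revised after their first values were known.

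Krt12 was far lower in epithelial-like cells of both sutured libraries. Lower depth was argued against by the 5.11% of suture PBS cells with a Krt12 UMI at a depth equal in all libraries. Removal of Krt12-rich cells by the filters was argued against by 115.6 CPM in the removed barcodes of suture PBS, against 32911 CPM in those of no suture. Bursting of such cells in the loaded suspension was argued against by 5.49 CPM (3.65 to 7.94) in non-epithelial cells of suture PBS, against 2734 CPM in the 20 such cells of no suture. A candidate explanation that stayed open is that the sutured libraries sampled other epithelial regions, since corneas were taken with scleral rims. The 82 no suture cells that clustered with sutured cells, on genes without Krt12, held 4671 CPM of Krt12 against 37360 CPM in the other no suture epithelial-like cells, a log2 ratio of -3.00 (-3.04 to -2.96), with 33430 against 2454 CPM of Krt15 and 1692 against 30.6 CPM of Krt4. Their summed Krt12 stayed far above the 156.2 CPM of suture PBS, but 4759 of their 5139 Krt12 UMIs lay in the 46 cells of subcluster 7. Regions like those 46 cells, at 5800 CPM, cover a part of the fall, whose log2 ratio was -7.88. For the rest of the 82 cells this was not decided. Free Krt12 RNA was not taken off, and non-epithelial cells of no suture held 2734 CPM. Regions that the no suture library does not hold are unknown, so for Krt12 sampling of other regions and a change of epithelial identity with suture cannot be told apart.

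Comparing cells within subcluster 7, which held 46 no suture and 271 suture PBS cells, did not separate these explanations. Krt12 was lower in suture PBS there, at 1873 against 5800 CPM, a log2 ratio of -1.63 (-1.69 to -1.57). Krt14 and Krt13 stayed higher, with log2 ratios of 4.31 (3.99 to 4.64) and 1.59 (1.54 to 1.63). The summed inflammatory panel had a log2 ratio of -1.75 (-1.93 to -1.56), but Nfkbia made up 426 of its 483 UMIs without suture and 284 of 477 in suture PBS. Without Nfkbia and Icam1, left out after their values were seen, the sum rose from 21 to 186 UMIs, a log2 ratio of 1.42 (0.76 to 2.14). For Krt14, Krt13 and the inflammatory panel, sampling of other regions and an effect of suture cannot be told apart, because the no suture cells are few and regions can differ within a subcluster.

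Named non-epithelial cells were almost absent from the no suture library. The cell filters as the whole cause were argued against by a share of 3.30% (2.82 to 3.84) of all no suture barcodes, against 16.6% (15.5 to 17.7) in suture PBS. The former counts as non-epithelial each retained cell outside the epithelial-like class and each removed barcode except the 553 of 687 above 10000 CPM of Krt12, the latter only retained named cells. With all 687 removed barcodes counted, the share was 14.6% (13.7 to 15.7), which overlapped that of suture PBS. The argument therefore rests on the Krt12 limit, which was set after the data were seen. The share under the loosest filter, 0.482%, could not decide this, since 16.7% of no suture cells were in unnamed clusters there. Among all barcodes, vascular endothelial, pericyte or smooth muscle and Schwann markers in no suture stood at 11.3%, 32.3% and 56.8% of their suture PBS CPM. These were 773, 5075 and 7292 UMIs, but removed no suture barcodes held 1103 of the 3 lists together. Cells left unnamed under the loosest filter held 344. Most of these UMIs thus lay in retained cells, nearly all epithelial-like, so the percentages do not measure lost cells. A smaller loss of such cells to the filters or to cluster naming stays open. Incomplete release of deeper layers stays open. Kera, a gene of the keratocytes that lie in any corneal stroma, had 2 UMIs among all no suture barcodes, 0 in suture PBS and 89 in suture duloxetine. Kera was near absent from both no suture and suture PBS, so it cannot say why these libraries differed in named non-epithelial cells. The list of 6 keratocyte genes, 4 of which are also stromal markers here, stood at 4.29, 36.3 and 217.7 CPM. Class shares in these libraries therefore need not follow tissue shares. Growth of vessels after suture, which the design names, stays open beside incomplete release, as untested.

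Epithelial-like cells of suture duloxetine and suture PBS differed in gene expression and in subcluster makeup. With duloxetine subclusters weighted as in suture PBS, over the 6 subclusters with at least 20 cells in both, the SD across genes of log2 ratios fell from 0.376 to 0.293, still above 0.123 from simulated counting alone, which argues against makeup as the whole cause. Krt14 went from 1.29 to 0.36 under this weighting and Krt15 from -0.92 to -0.20, while Cxcl10 went from -0.84 to -1.34. The G2/M median went from 1.35 to 0.06. All weights were changed together, so which subcluster lowered it was not tested. Division can itself place cells in a subcluster, so this value does not say whether more cells divided. For any gene that sets the subclusters apart, a smaller ratio does not separate makeup from a change in the cells. A return towards the no suture profile under duloxetine was argued against as the whole cause by the small r of -0.0550 with separate suture PBS cells per ratio. That r was below the 0.0341 of simulated libraries in which duloxetine changed nothing, so a weak return, or one of some genes, stays open. Finer makeup and differences between single animals stay open.

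Subclusters 6 and 9 together held 73 of 2728 suture PBS cells and 1441 of 4235 suture duloxetine cells. The 2 were unlike: subcluster 9 had 2023 CPM of Krt13, and Fap, Ldlrad4, Col14a1 and Kif26b were among its leading genes. The source of those genes was not tested. Doublets were argued against by the share of 34.0% in suture duloxetine, far above its expected 4.41% of doublets. This measure replaced the median Scrublet score, which had decided nothing: subclusters 6 and 9 had the highest scores of the 7 mostly sutured subclusters, 0.0470 and 0.0404, so some doublets among these cells stay open. Lid epidermis in the dissected tissue was argued against as the whole source by a summed 127.2 CPM at most of 6 epidermal genes in these subclusters, 2 of which are also in the wound and cornification panel; Krt10, the main one, stood at 105.3 CPM in subcluster 6 beside 11840 CPM of Krt13. Other values went the other way: subcluster 6 had the highest sum of the 7, against 103.9 CPM in subcluster 5 and 95.9 in subcluster 7, and Dmkn, Krtdap, Spink5, Ly6d and Crabp2, genes of cornifying keratinocytes, were among its 10 leading genes. Some lid cells, or other epithelium low in the 6 genes, therefore stay open. A library-specific difference in dissection and an effect of duloxetine both stay open, as untested.

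A list of 18 genes known to respond to cell dissociation, none of them in a preset panel, was higher in suture PBS than in no suture epithelial-like cells, for 18 of 18 genes, with a median log2 ratio of 1.69. For duloxetine over PBS its median was -0.15. A stress response while the cells were released and a response to suture cannot be told apart, because each group is 1 library and wounded tissue can raise the same genes; the first reading of this test, before that was weighed, was in favour of handling stress. The higher median of the limbal progenitor panel did not rest on its 5 stress-responsive members. Without them the median for PBS over no suture was 2.55, against 0.88 for the 5 alone. That 2.55 is the ratio of the middle gene, Krt15, and 6 of the 9 remaining genes rose and 3 fell. In suture PBS, Krt15 stood at 27099 CPM in subcluster 5, beside 15664.5 CPM of Krt13 and 58.2 CPM of Gpha2. The median therefore does not tell limbal progenitors from conjunctiva-like epithelium.

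Slc6a4 is a target of duloxetine. Free RNA as the whole source of its UMIs in epithelial-like cells was argued against in suture duloxetine by 1.67 CPM (0.671 to 3.44) in non-epithelial cells, against 6.08 CPM (5.45 to 6.76) in epithelial-like cells. In suture PBS the same comparison decided nothing, with 3.34 CPM (1.94 to 5.34) and 5.08 CPM (4.51 to 5.71). There, free RNA was argued against by the spread over the 6 subclusters with at least 20 suture PBS cells: the highest, subcluster 3, held 9.82 CPM (8.39 to 11.4), above the non-epithelial cells, and the lowest, subcluster 7, held 0 of 2723151 UMIs (up to 1.35 CPM). With 25, 284 and 343 UMIs in epithelial-like cells of the 3 libraries, expression in epithelial cells of sutured corneas may be proposed only as a hypothesis.

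The male labels were checked: Xist had 1, 9 and 9 UMIs among all barcodes of no suture, suture PBS and suture duloxetine, and Ddx3y, on the Y chromosome, stood at 50.7, 76.2 and 69.1 CPM.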
